A study of Mus musculus with 9 samples. Its data were reported in "A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan" (2024).

How the data were processed

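Kidney RNA from wild-type mice of 2 ages was measured by RNA sequencing, with 4 libraries from mice of 3 months (young) and 5 libraries from mice of 16 months (old). Per the labels, 500 ng of total RNA was used. Its mean integrity number was 7.5 (range 7.4 to 7.6, a single statement for all libraries). Also per the labels, it was reverse transcribed from oligo(dT) primers with a kit that reads transcript ends. The libraries were sequenced as stranded single reads. The kit version named in the labels differs from that in the paper's methods. Which version was used for which libraries is not known. The authors aligned the reads to the mouse genome build GRCm39, counted them per gene by strand with HTSeq on the GENCODE vM26 annotation and normalised the counts with DESeq. The deposited values are a signal on the scale of counts: read counts per gene divided by 1 size factor per library.

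The size factors were recovered from the table itself. In each library the smallest positive value was taken as 1 read, and 100% of the values were whole multiples of it. The table held 13081 genes and 4486406 to 6355095 reads per library. The lowest mean of any gene over the 9 libraries was 4.49 normalised counts, so genes with few reads had been left out before deposition by a rule that was not stated. The table totals therefore cover the listed genes only. A count of 3 reads, taken as the floor, was 4.72e-05% of the reads in the deepest library and 6.69e-05% in the shallowest. Reads without molecular identifiers are not independent molecules, so the floor covers counting error only.

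Groups were taken from the age given in the labels. Library numbers follow the order in which the libraries are listed, and the titles carry no replicate number. The main test was limma 3.58.1 (lmFit, eBayes with a variance trend) in R 4.3.3 on log2(normalised count + 1), old against young, with all 9 libraries and no covariate. Genes with at least 10 normalised counts in at least 4 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene is referred to as called when its adjusted p-value was under 0.05. Fold changes are on the log2(normalised count + 1) scale, which understates the change of genes with low counts. A second count required a change of at least 1.5-fold.

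Gene sets were tested with fgsea 1.28.0 on genes ranked by the moderated t statistic of limma, with seed 20240607 and sets of at least 10 tested genes, adjusted over the 27 signatures. The signatures were those the study had curated, covering mTORC1 and TFEB activity, inflammation, senescence, and genes changed in kidneys of mice with an activating Rragc mutation (called mutant kidneys). Signatures were counted at an adjusted p-value under 0.05 and also under 0.25. A panel of 30 genes was fixed in advance: senescence genes and genes of the senescence-associated secretory phenotype (SASP), Tfeb and its targets, chemokine and integrin genes, and the Rag GTPase genes.

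The genes named individually were chosen by rule, and not every gene that met it is named. The rule took the 5 largest rises and the 5 largest falls among called genes with a mean of at least 50 normalised counts and groups that did not overlap, the panel genes, and the 3 members of each called signature with the largest moderated t in its direction. The tests, filters, alternatives, panel, marker lists and this rule were chosen before the data were examined, except where stated.

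The alternatives set in advance were pseudocounts of 0.1 and 5, no filter, and a filter on a mean of at least 100 normalised counts. TMM factors, counts scaled to the table total and limma with robust eBayes were also set. So were the quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered whole reads. Further alternatives left out mitochondrial and small RNA genes, or genes that overlap another on the same strand. The former did not leave out every small RNA gene, since the snoRNA gene Gm26225 was still tested. The last alternatives left out each library in turn. For signatures, ranking by log2 fold change, camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were added to these. After the data were seen, 5 more were chosen: thinning all libraries to the smallest table total, leaving out mitochondrial genes and scaling the rest to equal totals, removing a transcript length trend or a GC content trend from each library by lowess, and keeping only genes with no 50-base sequence shared with another gene. edgeR called 7638 genes on the whole reads, of which 7496 were also called by limma. DESeq2 called 7529, of which 7430 were also called by limma, and gave no adjusted p-value for 9 genes.

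Gene positions, classes, transcript lengths, GC content and shared sequence came from GENCODE vM21 on GRCm38, which is not the build the authors used. Genes were matched by symbol, which placed 12833 of the 13081 genes (98.1%), and coordinates from the 2 builds were never combined. Shared sequence was measured as the percent of 50-base sequences in the last 500 bases of a transcript that occur in another gene. Lists of marker genes for cell types and states were averaged per library on the log2 scale and compared with two-sided exact permutation tests, whose smallest possible p-value with 4 and 5 libraries is 0.00794.

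The gene tests, the enrichment test and the removal of a length trend were tested on simulated data. With 200 of 12667 genes changed by known amounts in simulated reads, limma called 185 of them and 11 unchanged genes, edgeR 186 and 10, and DESeq2 184 and 13. A raised set had an adjusted p-value of 2e-50 and a random set one of 0.733. A simulated length trend gave 1256 called genes, and its removal left 0. The raised set held only raised genes and the trend followed the length that was removed, so these results check the code only. The size factors were known, and a change in most genes, a shift in composition and correlation between genes were not simulated.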

Results

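Gene expression was profiled in kidneys of wild-type mice at 3 months (young, n = 4) and 16 months (old, n = 5), to ask which transcripts change with age in mice that carry no mutation. The table held 4486406 to 6355095 reads per library over 13081 genes. The young libraries had 5093029 to 6355095 reads and the old libraries 4486406 to 5794960. The library titles carry 2 prefixes, and 0 of them hold both ages, so no comparison within a prefix could be made and any difference in preparation or sequencing that follows the prefix cannot be told apart from age.

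The libraries separated by age. On log2 normalised counts the first principal component held 71.3% of the variance, with the young libraries between -63.9 and -59.0 and the old libraries between 33.97 (old replicate 2) and 56.5. Pearson's r across genes, which are not independent replicates, was 0.976 to 0.981 between young libraries, 0.954 to 0.967 between old libraries and 0.840 to 0.892 between libraries of different age.

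**Figure D1:**
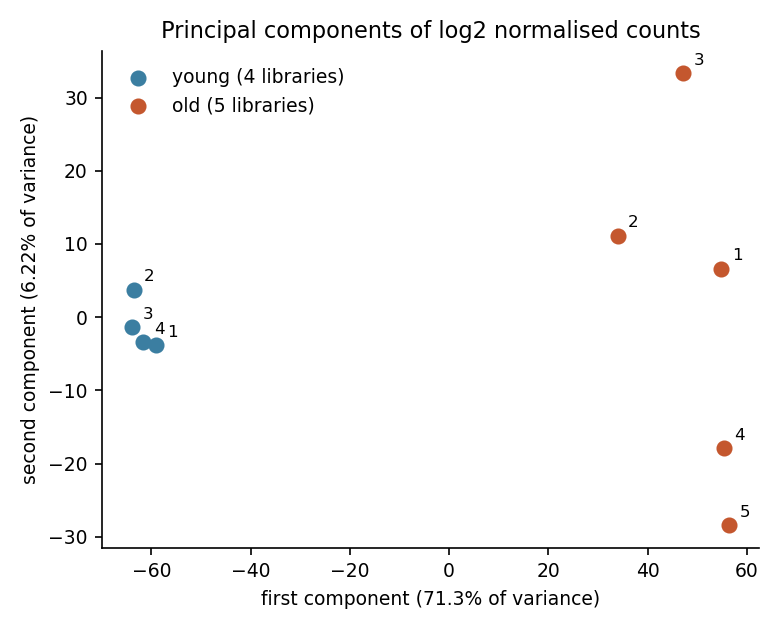
First and second principal components of log2 normalised counts, 1 point per library, numbered by replicate and coloured by age. The 4 young libraries lie at or below -59.0 on the first component and the 5 old libraries at or above 33.97.

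Of 12667 genes tested, 7568 (59.7%) had an adjusted p-value under 0.05 in the limma test of old against young kidneys, 3704 higher and 3864 lower in old. With a change of at least 1.5-fold, 5717 genes were called, 2731 higher and 2986 lower. The alternative that moved these counts most was the filter on a mean of at least 100 normalised counts, under which 4101 and 2605 genes were called. A change of at least 4-fold was found in 601 called genes. The median size of the log2 fold change was 0.56, and the median standard error was 0.18. In 6201 genes (49.0%) the values of the age groups did not overlap, a separation that chance gives in 1.59% of genes. Leaving out mitochondrial genes and scaling the rest to equal totals shifted the median log2 fold change by 0.14 and moved the share of called genes that were higher in old from 48.9% to 58.5%, so the balance of rises and falls depends on the scaling. Across genes, which are not independent replicates, the log2 fold change rose with annotated transcript length (Spearman's rank correlation 0.275 over 12433 genes).

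The 5 largest rises were all in small or uncharacterised RNAs. Snord89, a small nucleolar RNA (snoRNA) gene on chromosome 1 (39548745 to 39548854, GRCm38, GENCODE vM21), rose from 10.9 ± 3.01 normalised counts (SD, n = 4) in young to 6662 ± 1915 (SD, n = 5) in old kidneys, a log2 fold change of 9.11 with a standard error of 0.18 and an adjusted p-value of 1.02e-17 by limma. Gm42826, a single-exon gene of unknown function on chromosome 3 (125216915 to 125219553), rose from 27.7 ± 5.11 to 7807 ± 1901 (SD), a log2 fold change of 8.07. Snord87, also a snoRNA gene, had at most 3 reads in every young library and was at least 68.98-fold higher in old kidneys. The mitochondrial tRNA gene mt-Ta rose by 5.86 on the log2 scale and the snoRNA gene Gm26225 by 5.65.

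The 5 largest falls were in Crtc2, Akr1c18, Gm6300, Mrps28 and Slc25a22. Crtc2, a gene of 12 exon blocks on chromosome 3 (90254163 to 90264125, GRCm38, GENCODE vM21), fell from 259 ± 17.8 (SD, n = 4) to 3.07 ± 2.20 (SD, n = 5) normalised counts, a log2 fold change of -6.25 with a standard error of 0.40 and an adjusted p-value of 3.17e-10 by limma. Akr1c18 had a log2 fold change of -6.17, the pseudogene Gm6300 one of -5.29, Mrps28 one of -5.29 and Slc25a22 one of -5.26. Akr1c18 averaged 1.18 normalised counts in old kidneys, so the size of its fall depended on the pseudocount. It was -7.88 with a pseudocount of 0.1 and -4.49 with one of 5. The calls and directions of these 10 genes were the same under each alternative in which they were tested.

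**Figure D2:**
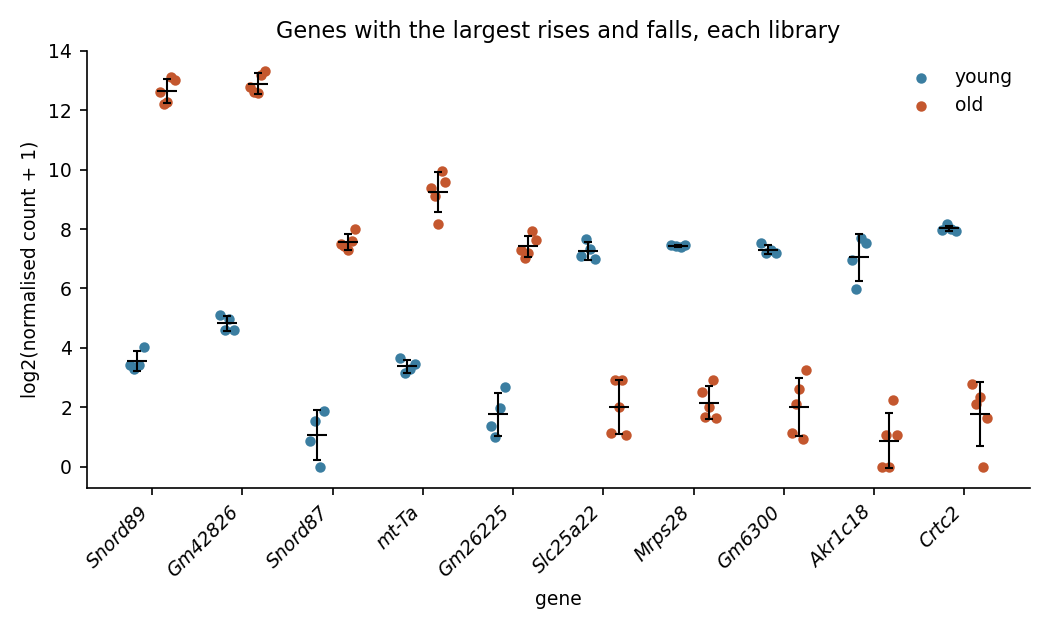
Log2(normalised count + 1) of the 5 largest rises and the 5 largest falls, 1 point per library (4 young, 5 old), with the mean and SD of each group as black bars. The groups do not overlap in any of the 10 genes.

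Mitochondrial transcripts took a larger share of the reads in old kidneys, 35.8% to 38.1% against at most 29.7% in young kidneys, and these genes were examined after their values were seen. The share of the 2 mitochondrial rRNA genes was 21.8% to 25.4% in old and 2.98% to 4.46% in young libraries. Without them the share went the other way, from 23.8% to 25.3% in young to between 12.7% and 14.99% in old libraries. The log2 fold change was 3.08 for mt-Rnr1 and 2.68 for mt-Rnr2. Of 13 mitochondrial mRNAs, 5 were called higher and 7 lower, with the same counts when counts were scaled to the table total. The changes ran from -2.89 for mt-Cytb and -1.64 for mt-Nd4 to 3.67 for mt-Nd4l, which averaged 3.56 normalised counts in young kidneys and overlaps mt-Nd4 in the genome. In the last 500 bases mt-Cytb and mt-Nd4 shared 0% of their 50-base sequences with another gene and mt-Nd4l 98.8%. Of 39 snoRNA, mitochondrial tRNA and mitochondrial rRNA genes, 37 were called higher, with a median log2 fold change of 3.52.

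**Figure D3:**
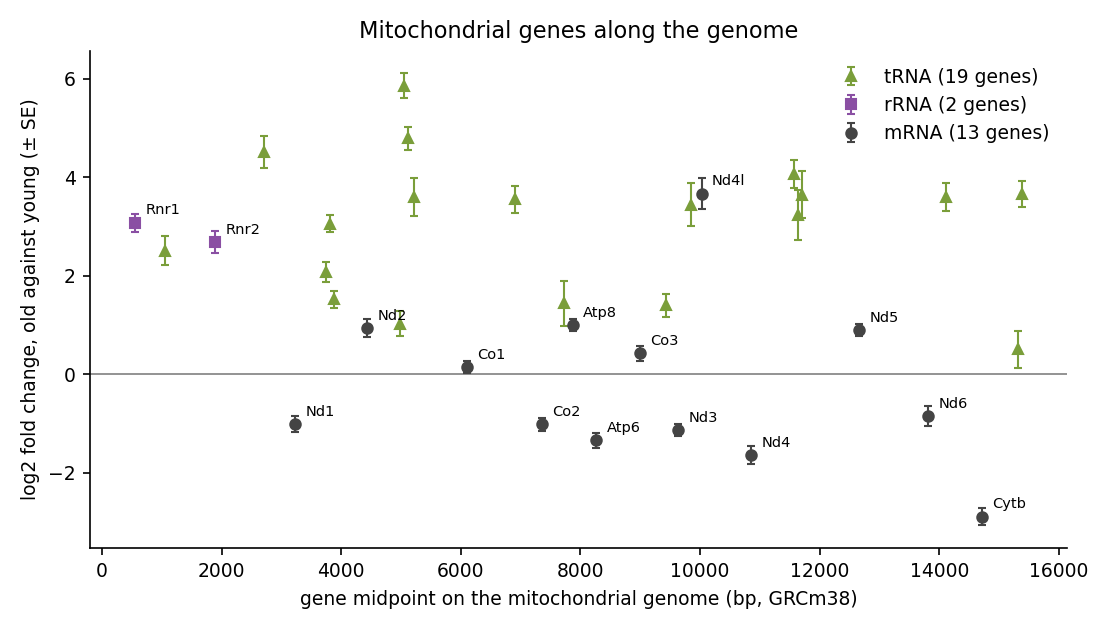
Log2 fold change of old against young kidneys (with its standard error) for each mitochondrial gene tested, at the gene's midpoint on the mitochondrial genome (GRCm38, in base pairs), by RNA class. The 2 rRNA genes and 19 tRNA genes lie above 0, and the 13 mRNAs lie between -2.89 and 3.67.

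The study curated 27 signatures to ask whether pathways seen in mutant kidneys also move in old wild-type kidneys. With fgsea on the limma statistics, 8 signatures had an adjusted p-value under 0.05 and 12 had one under 0.25. The genes raised in old mutant kidneys were enriched among genes higher in old kidneys, with a normalised enrichment score (NES) of 2.92 and an adjusted p-value of 2.7e-49, and 77.3% of the 675 genes tested were higher. The NES was 2.46 when that set was limited by fold change. The genes lowered in old mutant kidneys had an NES of -2.28 (adjusted p 1.5e-24), and -2.28 when limited by fold change. These sets may have been drawn against the same old wild-type libraries, so they may not be independent of these data. The set that the study described as integrins and chemokines raised in old mutant kidneys had an NES of 1.62 (adjusted p 0.0137). The study selected it from genes raised in mutant kidneys, so it is not separate evidence from the raised set. The lysosome set had an NES of -1.60 (adjusted p 0.0107), the Hallmark mTORC1 signalling set one of -1.47 (0.0137) and TFEB targets list 4 one of -1.47 (0.0137). The other 19 signatures were not called, among them the Hallmark inflammatory response (NES 0.96, adjusted p 0.731), interferon alpha response (-0.93, 0.731) and interferon gamma response (-0.96, 0.731). Those not called but under 0.25 were TFEB targets list 1 (-1.57, 0.0951), positive mTOR regulators (-1.48, 0.119), TFEB targets list 3 (-1.22, 0.2125) and SASP list B (1.33, 0.2125).

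Gene permutation, on which fgsea relies, ignores the correlation between genes. Camera with a preset correlation of 0.01 called 5 signatures, each among the 8. All 8 held under fry, which called 16, but fry does not compare a set with the other genes. With 59.7% of genes called, a call by fry adds little support. Camera with an estimated correlation called 0 signatures and had 1 with an unadjusted p-value under 0.05. Of 100 splits of the 9 libraries into groups of 4 and 5, 22 gave 8 or more signatures, the real split included. The filter on a mean of at least 100 normalised counts left 4 signatures called, those raised and lowered in old mutant kidneys with and without the fold change limit. No signature gained or lost its call when a library was left out.

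**Figure D4:**
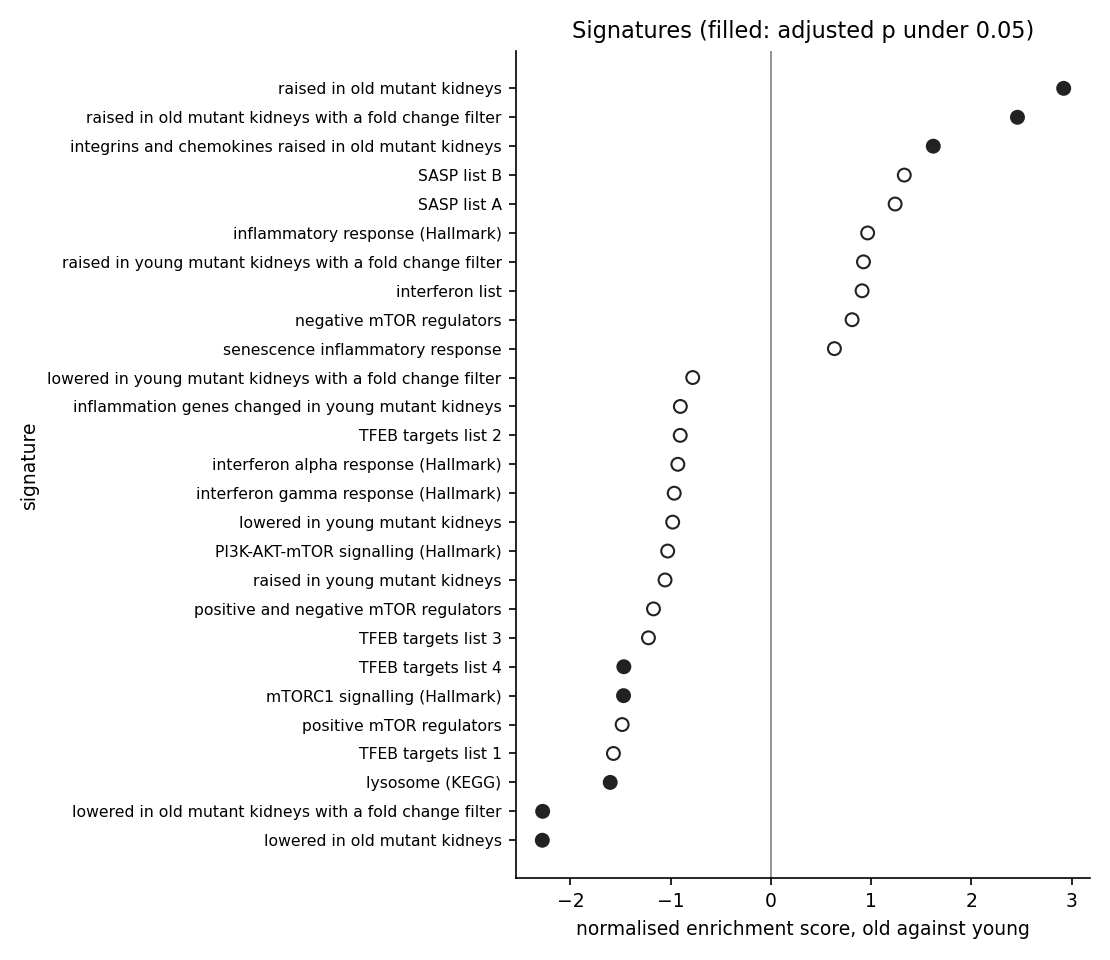
Normalised enrichment score of each of the 27 signatures in old against young kidneys, with filled points for the 8 with an adjusted p-value under 0.05. The scores run from -2.28 to 2.92.

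Among the genes raised in old mutant kidneys the 3 largest statistics were those of Flywch1 (log2 fold change 1.90), Gm42427 (2.99) and Uxs1 (2.23), and the set with a fold change limit added Slc16a14 (3.00) and Syne2 (1.59). Gm42427 shared 92.9% and Uxs1 37.1% of their 50-base sequences with another gene, so their counts are uncertain, and Syne2 overlaps another gene on the same strand. Among the genes lowered in old mutant kidneys they were those of Rnf5 (-4.18), Uqcrfs1 (-2.90), Snx3 (-3.41) and, with the limit, Pipox (-2.52). For the set that the study described as integrins and chemokines they were those of Ptpn13 (1.79), Bmpr1a (1.39) and Flna (1.15). For the lysosome set they included those of Lgmn (-2.84) and Laptm4a (-1.47), for mTORC1 signalling Lgmn, Tomm40 (-2.42) and Idi1 (-2.49), and for TFEB targets list 4 Snx3, Rer1 (-1.85) and Igfbp3 (-1.88). Idi1 shared 59.3% of its 50-base sequences with another gene. Flywch1 and Rnf5 end opposite an antisense gene, and the counting used strand.

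Of the 30 panel genes, 12 were not among the genes of the table and 1 (Tnfaip3) was below the filter. Only 1 of the 11 senescence and SASP genes, Cdkn1a, was tested, so the panel says little about senescence or SASP. Of the 17 panel genes tested, 11 were called over all genes tested, and 11 when adjusted over the list alone. The Rag GTPase gene Rraga fell from 913 ± 73.9 (SD, n = 4) to 49.6 ± 21.2 (SD, n = 5) normalised counts, a log2 fold change of -4.27 with a standard error of 0.21 and an adjusted p-value of 8.12e-12 by limma. It lies on chromosome 4 (86575668 to 86577285, GRCm38, GENCODE vM21). Atp6v1b2 (-2.41), Tpp1 (-1.42) and Neu1 (-0.68), all Tfeb targets, were lower. Cdkn1a, which encodes the cell cycle inhibitor p21, rose from 50.4 ± 16.99 to 195 ± 33.8 (SD), a log2 fold change of 1.97 with an adjusted p-value of 8.99e-08, and was higher in all 5 old libraries than in any young library. Ifngr1 (1.04) and Vcam1 (0.67) were also higher.

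Smaller changes in the panel depended on single libraries and on the processing. Birc3 (-0.90, adjusted p 0.0408 by limma) was not called without young replicate 2 (0.207), young replicate 3 (0.0772) or old replicates 1, 2 or 5 (0.0527, 0.0848 and 0.0688), and its adjusted p-value ranged from 0.0271 to 0.207 over its alternatives. Rragd (-0.40, 0.0221) was not called without young replicate 1 (0.102) or young replicate 2 (0.0613), with a range of 0.00232 to 0.115. Col1a1 (-0.47, 0.00943) was not called without young replicate 4 (0.0594), with a range of 0.000356 to 0.0716. These 3 genes were also not called when mitochondrial genes were left out and the rest scaled. Birc3 lost its call with thinned reads (0.0595) and with the length trend removed (0.0814) too. Ccr2 (0.53, 0.0825) was called without young replicate 1 (0.0384) or old replicate 4 (0.0476), with a range of 0.0323 to 0.351. It was also called when mitochondrial genes were left out and the rest scaled (0.66, 0.0323). The genes Tfeb (0.31, 0.212), Ppargc1a (0.17, 0.201), Cd36 (-0.19, 0.254), Rragc (-0.19, 0.353) and Fnip1 (-0.02, 0.904) were not called. Fnip1 changed direction without young replicate 3 (0.06) or old replicate 1 (0.03). With the length trend removed, Tfeb (0.52, 0.0389) and Fnip1 (-0.30, 0.0308) were called, with ranges of 0.0389 to 0.542 and 0.0308 to 0.985, and Ppargc1a changed direction (-0.13). Ppargc1a was called (0.31, 0.0258) when mitochondrial genes were left out and the rest scaled, with a range of 0.0258 to 0.484.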

Values the study reported

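The study reported 1,368 genes that differed in kidneys of old mutant mice, 792 raised and 576 lowered. In kidneys of young mutant mice it reported 689 genes, 335 raised and 354 lowered.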

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

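The tests of library depth, of other tissue and of the share without rRNA genes in this part were chosen only after the values they rest on had been seen. Among the groups of 4 or 5 libraries tested, 4 had 1 library far from the others of its age, judged by its gap to the nearest library as a share of the group's range. At 1 in 20, chance gives about 6.6 such groups among those tested, so each of the 4 may be chance. Within a single age the design gives no group to compare, so no biological explanation was tested.

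Mitochondrial genes took 35.8% of the reads in old replicate 3 and 37.4% to 38.1% in the other old libraries, a gap ratio of 0.727. The library's total of 4764134 reads lay inside the range of the other old libraries, which argues against depth. Without the 2 mitochondrial rRNA genes its share was 13.97%, inside the 12.7% to 14.99% of the other old libraries, so it stood apart only with those genes counted. The adipocyte marker level of this library was the highest of the 9, at 7.12 on the log2 scale. Other tissue taken along with the kidney could have lowered the share, but would have lowered the share without rRNA genes too, which was not low. A single library excludes nothing, and this cannot be told apart from chance.

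Cdkn1a stood at 7.11 on the log2 scale in old replicate 5 and at 7.62 to 7.78 in the other old libraries, a gap ratio of 0.759. The library's total of 5111067 reads lay inside the range of the others, and the ratio was 0.758 with TMM factors, so neither depth nor the authors' size factors account for it. Its level was above every young library.

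Snx3 stood at 7.16 in old replicate 2 and at 6.44 to 6.51 in the other old libraries, a gap ratio of 0.903. The library's total of 4806485 reads lay inside the range of the others, and the ratio was 0.91 with TMM factors. Old replicate 2 was the old library nearest to the young level in 37.6% of called genes, where 20% would be an even share, so the level of Snx3 is consistent with a wider shift of this library toward the young ones.

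The mean level of endothelial markers was 7.50 in young replicate 4 and 7.62 to 7.63 in the other young libraries, a gap ratio of 0.884. The library's total of 5466393 reads lay inside the range of the others, and the ratio was 0.832 with TMM factors, so neither depth nor the authors' size factors account for it.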

How the results depend on the processing

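The counts of called genes and of panel genes stayed within 1.5 times the main count under each alternative, except under the filter on a mean of at least 100 normalised counts, which tests fewer genes. Under it 4101 genes were called (7568 in the main test), 2040 higher and 2061 lower, 2605 with a change of at least 1.5-fold (5717), and 4 signatures (8). Of the 4051 main calls that passed this filter, 4043 were kept. Over the other alternatives the number of called genes ran from 5224, among genes with no shared sequence, to 7708. Leaving out 1 library gave 6900 to 7626 genes, 5470 to 5881 with a 1.5-fold change, 8 to 8 signatures and 9 to 12 panel genes. Over all alternatives 8 to 12 panel genes were called.

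The alternatives chosen after the data were seen gave 7406 genes with thinned reads, 7645 with mitochondrial genes left out and the rest scaled, 7160 with the length trend removed, 7485 with the GC trend removed and 5224 among genes with no shared sequence. Of the 5248 main calls among the last, 5223 were kept. With the length trend removed, 6210 of 7433 main calls were kept, 6202 of them in the same direction. With mitochondrial genes left out and the rest scaled, 4472 genes were higher and 3173 lower, 58.5% higher against 48.9% in the main test.

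The number of signatures depended on the test: 5 with camera at a preset correlation, 0 with an estimated correlation (1 at an unadjusted p under 0.05) and 16 with fry, whose null hypotheses differ from that of fgsea. The filter on a mean of at least 100, leaving out mitochondrial genes with rescaling (6 called), removing the length trend (7 called, 5 of them among the 8) and ranking by fold change (6 called) each took the call from at least 1 of the mTORC1, lysosome, TFEB list 4 and integrin sets. The sets raised and lowered in old mutant kidneys kept their calls under each alternative except camera with an estimated correlation. Removing the length trend added calls for SASP list B (NES 1.68, adjusted p 0.0398) and positive mTOR regulators (-1.70, 0.0398). Fry also called both (adjusted p 0.000275 each), which adds little, since fry does not compare a set with the other genes.

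Of 45 genes chosen by the naming rule, 7 changed under at least 1 alternative, with 13 changes to weaker, 6 to stronger and 5 in direction. Fnip1 was at 0.018 with thinned reads and at 0.123 with mitochondrial genes left out and the rest scaled, and ran from -0.077 to 0.062 when 1 library was left out. Ppargc1a was at -0.13 with the length trend removed.

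Of 27 signatures, 26 changed under at least 1 alternative, with 22 changes to weaker, 10 to stronger and 40 in direction. None of the 8 called signatures changed direction. The changes in direction were in signatures with adjusted p-values of 0.731 or more in the main test, except the set raised in young mutant kidneys (0.58). The cause of these changes was not tested. With a pseudocount of 0.1 the senescence inflammatory response had an NES of -0.604. With the filter on a mean of at least 100 the NES was 0.996 for interferon alpha, 0.928 for interferon gamma, 0.82 for the set lowered and -0.769 for the set raised in young mutant kidneys, both with a fold change limit. With counts scaled to the table total it was -0.729 for negative mTOR regulators and -0.578 for the senescence inflammatory response. Leaving out 1 library gave -0.802 to 0.977 for negative mTOR regulators, -0.945 to 0.968 for TFEB targets list 2 and -0.59 to 0.782 for the senescence inflammatory response. With mitochondrial genes left out and the rest scaled it was 1.2 for TFEB targets list 2, 0.944 for the set lowered in young mutant kidneys, 0.793 for that set with a fold change limit and 0.99 for the set raised in young mutant kidneys. With the length trend removed it was 0.643 for inflammation genes changed in young mutant kidneys, 0.808 for interferon alpha, -1.16 for negative mTOR regulators and 1.27 for the set raised in young mutant kidneys. With the GC trend removed it was 0.789 for the set lowered in young mutant kidneys with a fold change limit and -0.789 for negative mTOR regulators. Among genes with no shared sequence it was -0.812 for negative mTOR regulators, -1.01 for the set raised in young mutant kidneys with a fold change limit and -0.986 for the senescence inflammatory response. Ranked by fold change it was -0.88 for the inflammatory response and -0.945 for the interferon list.

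Camera and fry give a direction and a p-value, not an NES. With camera at a preset correlation, the direction differed from that of fgsea for interferon alpha (adjusted p 0.988), interferon gamma (0.921), TFEB targets list 2 (0.892), negative mTOR regulators (0.907) and the set lowered in young mutant kidneys with a fold change limit (0.994). With an estimated correlation it differed for the same signatures, at 0.997, 0.986, 0.841, 0.956 and 0.997. With fry it differed for negative mTOR regulators (0.148) and the senescence inflammatory response (0.559).

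Each alternative was run. No paired analysis was possible because the library titles carry no replicate number that the ages share. Genes with fewer reads than the table's own limit were not analysed here, so falls to absence and rises from absence among them are not covered.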

Other observations

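The tests on mitochondrial content, paired mitochondrial genes, fat or lymphoid tissue, old replicate 2 and globin genes, and the test on mitochondrial mRNAs with no shared sequence, were chosen only after the result was seen. Library name prefixes were also read before they were tested.

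The number of called genes was beyond regrouping. Of 100 splits of the libraries into 4 and 5, 1 gave as many called genes, the real one. The next largest, 4 old libraries against the rest, gave 5533, and the median of the others was 0. For genes with a 1.5-fold change 1 of 100 splits gave as many (next largest 4497), and for panel genes 1 of 100 (next largest 9). For signatures 22 of 100 splits gave as many, with a median of 6 in the other splits, so a count of 8 does not set the ages apart. The tables argue against several technical causes of the gene count as a whole: 7406 genes were called with thinned reads, 7645 without mitochondrial genes, 7160 after the length trend and 7485 after the GC trend were removed, and 7570 with TMM factors. Of genes with no shared 50-base sequence 58.6% were called, against 62.8% of the rest. Library preparation or sequencing stays open: 0 of 2 name prefixes hold both ages, so it cannot be told apart from age, and the patterns below inherit this limit.

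The fold change rose with annotated transcript length. From the shortest to the longest eighth of genes the median log2 fold change went from -0.34 to 0.45, and the rank correlation was 0.354 among the 5571 genes with a mean of at least 100. Each old library had a rank correlation of 0.230 to 0.289 with length and each young library one of -0.030 to 0.041. Of 100 splits 7 gave a rank correlation as large in size, the real one included. Splits that keep most young libraries together still carry the age difference, and a rank correlation ignores its size. This count therefore decides nothing. The rank correlation was 0.274 with thinned reads, 0.254 after the GC trend was removed and 0.269 among genes with no shared sequence, which argues against these as the cause. At a given length the partial rank correlation with the longest internal run of A was 0.091. The value set in advance for priming inside transcripts was above 0.1, so the test fell just short. This was first read as an argument against priming. That reading was changed after the result was seen, and priming stays open. Preparation or sequencing (0 prefixes with both ages) and age stay open too. RNA quality that differed between the ages, a candidate explanation that joins them, was not tested, since the labels give no value per library. They give 1 integrity range for all libraries, 7.4 to 7.6. Taken as stated, that range argues against a wide difference in integrity number between the ages.

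Of 39 snoRNA, mitochondrial tRNA and mitochondrial rRNA genes, 37 were called higher in old libraries, and the medians of the classes were 3.65, 3.45 and 2.88. The lowest value was -0.37, in a snoRNA gene. With Snord87 at its bound the pattern is the same, since its class median does not rest on its value. After the length trend was removed the median was 1.99, among those with no shared sequence it was 3.52 and with counts scaled to the table total 3.48, which argues against length, shared reads and size factors as the whole cause. The 13 snoRNA host genes had a median of 0.027, with 4 called higher and 5 lower, which argues against a general rise of host RNA. Counts of RNA primed on poly(A) do not measure transcription, so transcription of the hosts stays open. Unspliced RNA stays open: other genes inside an intron on the same strand had a median of 0.40 (386 genes), and those on the other strand -0.12 (237 genes). Recovery of RNA without a poly(A) tail also stays open: 6 other small RNA genes had a median of 2.67, but 7 replication-dependent histone genes had one of 0.23, with 2 called higher and 3 lower. The libraries were primed on poly(A), so a change in tails or in priming could give this pattern, and with 0 prefixes that hold both ages preparation cannot be told apart from age.

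Mitochondrial mRNAs moved in opposite directions, with 5 called higher and 7 lower. The smaller count, 5, argues against a change in mitochondrial content alone. The share of sequence in common with other genes averaged 54.05% in mRNAs that rose and 42.5% in those that fell. The mRNAs that rose include mt-Co1, which was not called (0.15, adjusted p 0.341 by limma). The two-sided exact permutation p was 0.636, with too few genes to decide. Of 5 mRNAs with no shared sequence 5 were called, 1 higher and 4 lower, which argues against reads shared with nuclear copies for those genes. In 2 of 2 pairs of genes on a common RNA (mt-Atp8 with mt-Atp6, mt-Nd4l with mt-Nd4) the upstream gene gained on the downstream one in every old library. These genes were already among the rises and falls, so the pairs decide nothing, and a shift of reads along shared RNAs stays open. Preparation (0 prefixes) and age stay open.

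Immunoglobulin transcripts were higher in old kidneys: Igkc by 2.15, Ighm by 3.31 and Jchain by 1.80 on the log2 scale, with 5, 5 and 4 of 5 old libraries above every young one. The constant region genes Igha (3.37), Ighg2b (1.95), Ighg2c (3.77) and Iglc1 (1.69) were looked at after their values were seen. All 3 of the first genes were still called with the adipocyte level as a covariate, and 3 after the length trend was removed, which argues against fat taken with the kidney and against length. Lymphoid tissue taken along stays open, since the T cell level was above every young library in 4 old libraries but only 1 T cell gene passed the filter. Plasma cells within the ageing kidney may be the source, as a hypothesis, and preparation (0 prefixes) is not excluded.

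Adipocyte transcripts were uneven, from 0.73 to 7.12 on the log2 scale. The 7 genes of a second adipocyte list had a median rank correlation of 0.6 with the first over the 9 libraries, above 99.99% of 10000 random lists, so fat taken with some kidneys may explain them. The most abundant gene, Cfd, reached 447 normalised counts in young replicate 2 and 285 in old replicate 3, and Adipoq 40.8 and 188.6 in the same libraries. How many of these genes the kidney itself expresses was not analysed here. Lpl, at -0.467, did not follow the first list. Age was not separable from this (difference 1.54, two-sided exact permutation p 0.341).

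Marker lists were compared by two-sided exact permutation tests, adjusted over the lists. The mean level of the list rose in old kidneys for B and plasma cells (difference 2.42 on the log2 scale, adjusted p 0.0363), macrophages (0.45, 0.0476), thick ascending limb and distal tubule (0.53, 0.0317), podocytes (0.32, 0.0317), endothelial cells (0.35, 0.0363) and Y-linked genes (0.47, 0.0317), and fell for proximal tubule (-0.44, 0.0317) and collecting duct (-0.57, 0.0363). It did not pass for T cells (1.14, 0.212), neutrophils (-0.10, 0.821), stroma (-0.33, 0.216), adipocytes (1.54, 0.455), red blood cells (0.23, 0.508), immediate early genes (0.26, 0.508), heat shock genes (0.02, 0.889) or clock genes (-0.15, 0.242). Genes for the adrenal cortex and X inactivation lists were not among the genes of the table. Members did not all move alike. Some were called higher and some lower among macrophages (3 and 1), thick ascending limb and distal tubule (3 and 1), podocytes (3 and 1), proximal tubule (1 and 5) and collecting duct (1 and 3). The other lists that passed had 3 members called higher and 0 lower each. After the length trend was removed, the lists that passed lost the calls of C1qc (limma adjusted p 0.0804), Kap (0.143), Kdr (0.0541), Ddx3y (0.0585) and Uty (0.134), which left Kdm5d as the only Y-linked gene called, and gained those of C1qb (0.00338) and Umod (0.00692). The list means were not compared after that removal, and no other explanation was tested for these lists beyond those above.

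Old replicate 2 lay nearest to the young libraries on the first component. Its 4806485 reads lay inside the range of the other old libraries, which argues against depth. A mixture with young RNA would need a share of 11.5% to give the library its place on that component. The 84 genes at least 8-fold lower in the other old libraries stood, in old replicate 2, at a median of 4.80% of the young level above those libraries, with quartiles of 1.78% and 9.35%. This choice of genes favours a higher value, and the upper quartile was still under the share needed, which argues against a mixed sample as the cause of the whole shift. A smaller share is not excluded: the other old libraries, treated alike, had medians of -1.28% to 0.349%.

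The alpha globin genes Hba-a1 and Hba-a2 moved in opposite directions, but share 88.8% and 87.1% of their 50-base sequences, so reads could have been divided between them differently. Their sum differed by 0.39 (two-sided exact permutation p 0.190).

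The old mutant signatures also shifted here. The set raised in old mutant kidneys has a median transcript length of 4545 bases, the lowered set 2706 and all genes tested 3331. After the length trend was removed the raised set still had an NES of 2.40, which argues against length as the whole cause. An axis that also parts libraries of 1 age stays open. The sign of a component is arbitrary and was set so that the raised set scored positive, so only the sign of the lowered set could vary. On the first component within the old libraries the raised set had an NES of 1.88 (adjusted p 1.58e-17) and the lowered set one of -1.89 (1.14e-15). Within the young libraries the scores were 1.31 (0.0301) and -1.09 (0.362). The test had been set to require all 4 scores to pass, and 1 did not. This was first read as an argument against such an axis, and the reading was changed after the result was seen. A score short of a threshold with 4 libraries excludes nothing. If these old libraries were the controls of the mutant comparison, shared sampling error would push the sets opposite to the direction seen; whether they were could not be settled here. Preparation (0 prefixes with both ages) and age stay open.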
